A study of Mus musculus with 26 samples. Its data were reported in "Oligodendrocyte differentiation alters tRNA modifications and codon optimality-mediated mRNA decay" (2022).

How the data were processed

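Labelled RNA was followed through a chase in murine oligodendrocyte progenitor cells (OPCs), which were derived from epiblast stem cells, and in oligodendrocytes (OLs), the myelin-forming cells that were differentiated from them. Cells took up 5-ethynyluridine (5-EU), a uridine analogue that carries a handle for coupling biotin, and the analogue was then replaced by uridine. RNA was collected at 0, 1, 2, 4 and 6 h of chase, biotin was coupled to the labelled RNA, and the labelled fraction was pulled down on streptavidin beads and sequenced. The labels gave 26 samples, of which 15 were OPC libraries (3 replicates at 5 time points), 10 were OL libraries (2 replicates at 5 time points) and 1 was an OPC control processed with no biotin. The control was not analysed here, so the background of unlabelled RNA on the beads was not subtracted from any value. The study states that the OLs came from the same starting cells as a pair of the OPC replicates, but not which numbers correspond. Samples were grouped by the cell type, replicate and time point in their labels.

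The authors clipped adapters with fastx_clipper, aligned reads to GRCm38 with hisat2, and tabulated FPKM (fragments per kilobase of transcript, scaled to a library's mapped reads) with stringtie and ballgown over the canonical coding transcripts of the GENCODE vM9 annotation. A 5-EU-labelled spike-in mix of LYSa and luciferase RNA had been added to the RNA of every time point, and the deposited FPKM values were scaled by the authors to the reads of these spike-ins. The decimals of the values showed where this scale acts. All 5 of the 0 h columns carried 6 decimals, as the quantification tool writes them, and all 20 later columns carried at most 6 significant digits, so the 0 h columns were read as unscaled FPKM and the later columns as scaled relative to their own replicate's 0 h. Each replicate and time point then has 1 scale factor that is shared by all of its transcripts, and an error in that factor moves every transcript of the library, its relative level and its half-life in the same direction. The authors kept transcripts with at least 1 FPKM at 0 h. The lowest 0 h value was 1.00 FPKM in OPCs and in OLs, and no transcript of either table was at 0 at both 1 h and 2 h.

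The deposited half-lives, in hours, were fitted by the authors to each transcript of each replicate as a single exponential decay of FPKM relative to 0 h, by least absolute deviations, and longer estimates were set to a ceiling of 6 h. The 5 tables list these ceilings just above 6 h, and here they were set to exactly 6 h. FPKM values covered 8530 transcripts in OPCs and 9751 in OLs, and half-lives covered 8491 and 9698 of them. The 39 OPC transcripts and 53 OL transcripts without a half-life all had absolute residuals that summed to more than 500% of their 0 h level in a refit, which was also true of 5 OPC transcripts and 0 OL transcripts that have a half-life. A refit of all half-lives by least absolute deviations fell within 0.01 h of the deposited value for 98.7%, 99.9% and 99.0% of transcripts in OPC replicates 1, 2 and 3 and for 98.2% and 99.3% in OL replicates 1 and 2. At most 0.0117% of values were identical between replicates of a cell type, so all replicates were counted as separate.

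Read counts cannot be recovered from these FPKM values, so the depth of each library is unknown and no counting error is given. The share of transcripts listed at 0 gives a rough guide. At 6 h it was 15.7%, 21.6% and 16.4% in OPC replicates 1, 2 and 3, and 4.08% and 0.790% in OL replicates 1 and 2. At 4 h it was 2.23%, 14.8% and 5.65% in the OPC replicates and 2.26% and 0.820% in the OL replicates. These shares can follow the lower level of labelled RNA in OPCs late in the chase, and precision was not tested.

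The coding sequences, coordinates and 3′ untranslated regions (3′ UTRs) were read from GRCm38 with a later GENCODE release of the same build (M21). All 10104 transcripts listed for either cell type were matched by transcript identifier, with the same gene symbol in 99.5% of them, and 10089 had a coding sequence that starts with ATG and could be used. Codon frequency was the share of each of the 61 sense codons among the sense codons of a coding sequence. The codon stabilization coefficient (CSC) was Pearson's correlation across transcripts between half-life and codon frequency, computed in each replicate over the transcripts shared by the replicates of its cell type. UUU bias was UUU over UUU plus UUC, and AAA bias was AAA over AAA plus AAG, in transcripts with at least 1 such codon. GC3 is the G+C share at the third position of codons.

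The tests and most alternatives were chosen before the data were examined. Median half-lives, shares at the ceiling, CSC values and correlations with codon bias were compared between cell types by exact two-sided permutation tests of the replicate values. With 3 replicates against 2 there are 10 splits, so no p-value can fall under 0.1. Half-lives (log2 h) of single transcripts, CSC values across the 61 codons and 0 h levels (log2 of FPKM plus a pseudocount of 1) were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, with no trend and no robust option) and Benjamini-Hochberg adjustment, with a threshold of 0.05 on the adjusted p. The decline within each cell type was tested with limma on log2(FPKM + 1) with time in hours as a slope and 1 intercept for each replicate. The units of this fit, and of the alternative with a cell type by time slope, are libraries. Their p-values therefore leave out differences in slope between replicates and count time points of 1 replicate as independent. Changes on the log2(FPKM + 1) scale understate the change of transcripts with low values. The 0 h levels were compared between cell types because the 0 h columns are unscaled FPKM in both tables; FPKM is relative to all mapped RNA of a library. Median half-life was also compared over 6 bins of UUU or AAA bias with a Kruskal-Wallis statistic and 100000 permutations of the bins, for which the smallest possible p is 1e-05. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.

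The genes and codons named were fixed by a rule: 29 genes taken from the study's subject (its examples, markers of the cell types, and enzymes of the tRNA modifications it examined), the 5 largest rises and the 5 largest falls in half-life past the threshold with the replicates of the cell types apart, the 3 steepest declines in each cell type, 10 codons read by tRNAs that the study examined, and the 3 codons with the largest and the 3 with the lowest difference in CSC. A gene or codon outside this rule is marked as chosen after its values were seen. Tyw3 and Tyw5 were not analysed here. The counts over the 29 genes are of the list as fixed, and the single values of 2 of these genes are not reported here.

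The steps were tested on simulated data. For the half-life test, 200 of 8112 transcripts were changed 3-fold, with the spread of the real replicates and a small added variance. It recovered 33.0% of the changed transcripts, and 1.49% of its calls were false. It made 0 calls when no transcript was changed. The simulated half-lives had no 6 h ceiling and no error shared by a library. These shares therefore do not give the rate of false calls in the real data. The decline test recovered 99.9% of the declining transcripts among 9751 and called 4.00% of the flat ones. The least absolute deviations fit returned all 2000 half-lives without noise to within 5.69e-11 h. When half-lives of 8101 transcripts were made to depend on AAA frequency alone, with a correlation of -0.3 in OLs, the mean AAA CSC in OLs was -0.30, and 54 of the 61 codons were called, because codon frequencies are correlated with one another. A difference in CSC therefore does not by itself point to the codon that carries it.

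The alternatives were other fits and scales of the half-lives (a refit, a least squares line, a refit without 6 h, rescaling to the 0 h median, centring), other filters (none at 0 h, at least 5 FPKM at 0 h, under the ceiling, other sets of transcripts, at least 10 codons for the amino acid, 4 bins), Spearman in place of Pearson correlation, log2 or hours, a cell type by time slope over all time points, a common median for the 0 h libraries, a pseudocount of 0.1, a partial correlation given GC3, the replicate number as a block, and leaving out each replicate in turn. Some were chosen after seeing the data: rescaling each time point to the mean decay curve of the 5 replicates, refitting half-lives from 1 h onward, least squares half-lives for the CSC, GC3 as a covariate for all codons, the G+C shares of the 3 codon positions and of the 3′ UTR together as covariates (3′ UTRs of at least 100 nt), and leaving out the transcripts at the ceiling in all 5 replicates.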

Results

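The decay of labelled RNA was followed in OPCs, the progenitors that divide and give rise to OLs, and in OLs after their differentiation. The study asked whether the relation between the codons of an mRNA and its stability changes between these cell types, with most attention to the codons for phenylalanine (Phe, UUU and UUC) and lysine (Lys, AAA and AAG), whose tRNAs it found to differ in their modifications. There were 3 OPC replicates and 2 OL replicates, each with libraries at 0, 1, 2, 4 and 6 h of chase. The sum of FPKM over the listed transcripts at 0 h was 432287, 391712 and 405296 in OPC replicates 1, 2 and 3, and 350563 and 342224 in OL replicates 1 and 2. FPKM values covered 8530 transcripts in OPCs and 9751 in OLs, and 8177 transcripts were listed for both. The number of reads behind each value is unknown.

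How labelled RNA fell during the chase was described by the median over transcripts of the spike-in-scaled level relative to 0 h. In OPC replicate 1 this median was 67.9%, 54.7%, 39.0% and 14.4% at 1, 2, 4 and 6 h. In OPC replicate 2 it was 95.3%, 83.3%, 20.4% and 11.0%, and in OPC replicate 3 it was 75.4%, 72.0%, 37.0% and 17.7%. In OL replicate 1 it was 64.0%, 72.8%, 55.4% and 31.5%, and in OL replicate 2 it was 95.5%, 62.8%, 55.0% and 36.6%. Replicates of 1 cell type differed widely at 1 h, where 12.9%, 37.7% and 13.8% of transcripts in the OPC replicates and 3.99% and 41.4% in the OL replicates lay above their own 0 h level. At 6 h all 3 OPC replicates lay below both OL replicates.

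**Figure D1:**
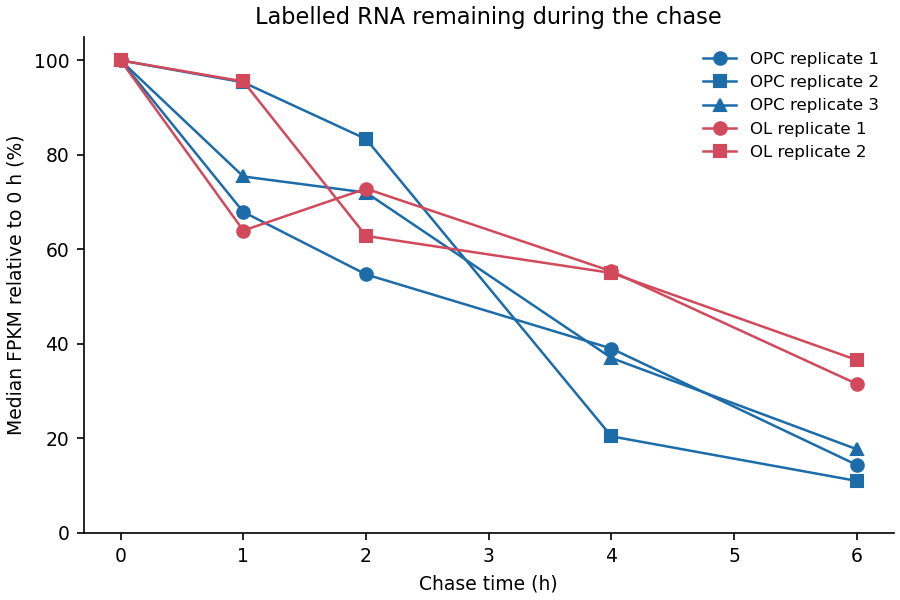
Median level of labelled RNA over transcripts relative to 0 h (percent) against the time of chase (h), with 1 line for each of the 3 OPC and 2 OL replicates. At 6 h the OPC medians lie at 17.7% or lower and the OL medians at 31.5% or higher.

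Within each cell type the decline was tested for each transcript with limma on log2(FPKM + 1), with time as a slope. In OPCs 6966 of 8530 transcripts (81.7%) fell and 368 rose at an adjusted p under 0.05, and the median slope was -0.38 log2 units per h over 3 replicates. In OLs 6668 of 9751 transcripts (68.4%) fell and 146 rose, and the median slope was -0.20 log2 units per h over 2 replicates. Setting each time point to the 0 h median moved these counts most, to 2166 falling and 2904 rising in OPCs and to 1962 falling and 2963 rising in OLs, with median slopes of -0.02 and 0.01. The counts thus describe a fall on the spike-in scale, which is shared by all transcripts of a library. The steepest slopes in OPCs were those of Rgcc (-1.06 ± 0.10 log2 units per h, SE), Polr1c (-1.05 ± 0.08) and Schip1 (-1.04 ± 0.10), each falling in 3 of 3 replicates. The steepest in OLs were those of Mycl (-0.69 ± 0.05), Sgk1 (-0.67 ± 0.08) and Neu4 (-0.66 ± 0.05).

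Whether mRNAs differ in stability between the cell types was asked of the half-lives of the 8112 transcripts with a value in all 5 replicates. The median half-life was 2.35, 2.08 and 2.83 h in OPC replicates 1, 2 and 3 (2.42 ± 0.382 h, SD, n = 3) and 4.54 and 4.44 h in OL replicates 1 and 2 (4.49 ± 0.0703 h, SD, n = 2). The difference of 2.07 h was larger than the spread between replicates, with an exact two-sided permutation p of 0.1, the smallest that 3 replicates against 2 allow. It was 0.0553 h after the libraries of all 5 replicates were rescaled to 1 mean decay curve and 0 h after rescaling to the 0 h median, both of which take out a shared difference by construction. It was 0.962 h (exact p 0.5) when half-lives were refitted without the 6 h libraries. At the 6 h ceiling lay 24.5%, 25.3% and 31.6% of transcripts in the OPC replicates (27.1 ± 3.88%, SD, n = 3) and 42.3% and 38.8% in the OL replicates (40.6 ± 2.47%, SD, n = 2), a difference of 13.5 percentage points (exact permutation p 0.1). After rescaling to the mean decay curve the share at the ceiling was lower in OLs, by -9.99 points. Across transcripts, which are not independent replicates, Spearman's rho between half-lives of OPC replicates was 0.794 to 0.805, that between the OL replicates was 0.752, and that between cell types was 0.604 to 0.719.

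**Figure D2:**
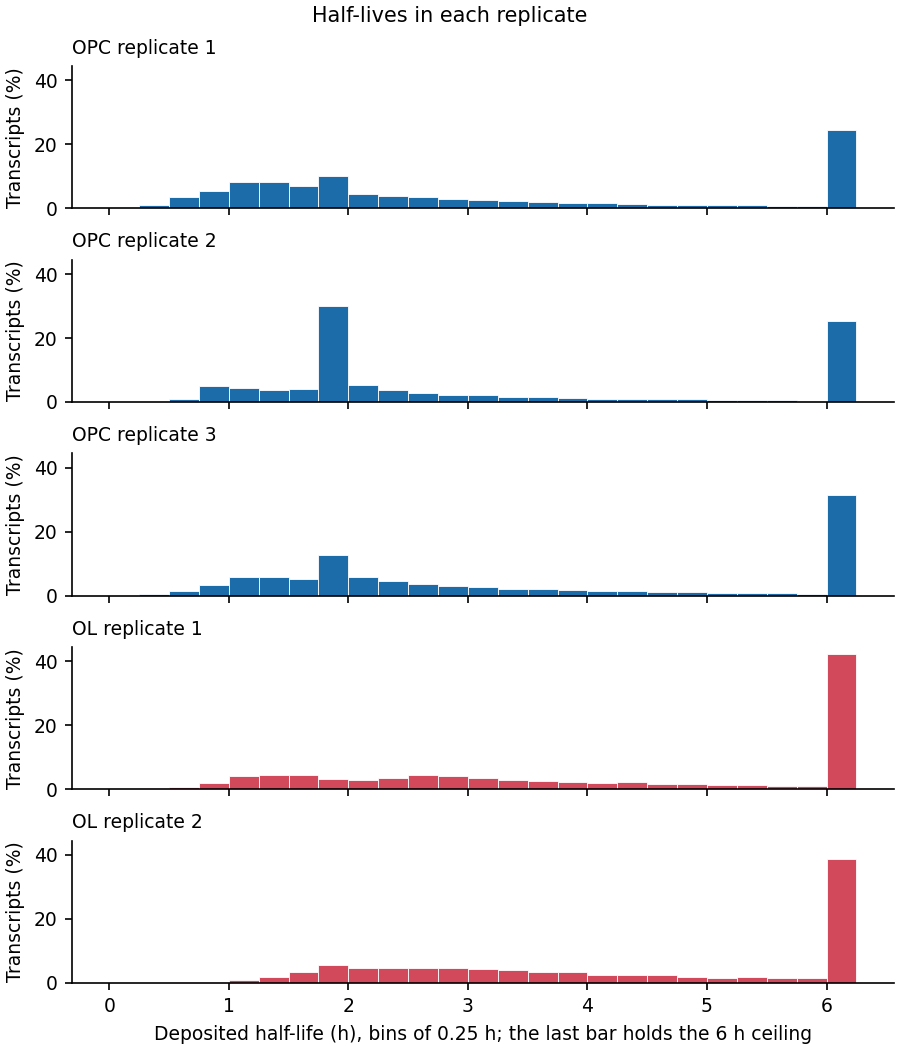
Distribution of half-life (h, ceiling 6 h) as the percentage of transcripts in each bin, in each of the 3 OPC and 2 OL replicates. Over the 8112 shared transcripts the medians lie at 2.08 to 2.83 h in OPCs and at 4.44 to 4.54 h in OLs.

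With limma on log2 half-life, 287 of 8112 transcripts differed at an adjusted p under 0.05, of which 275 were longer and 12 shorter in OLs, and 1866 had an unadjusted p under 0.05. In all 287 both OL replicates lay on one side of all 3 OPC replicates, and 117 were at the ceiling in both OL replicates, so their change is a lower bound. Among all 8112 transcripts the cell types lay apart in this way in 37.9%, with 2909 longer and 163 shorter in OLs. By chance this would be 20.0% of transcripts without ties, but the 1306 at the ceiling in all 5 replicates cannot lie apart. Transcripts also share the scale of their library, so they are not separate trials. The median change was 0.37 on the log2 scale. Centring each replicate on its own median moved the median of all transcripts by -0.90, to -0.53, and left 1 call, a shorter half-life in OLs (3205 at an unadjusted p under 0.05). After rescaling to the mean decay curve there were 284 calls, of which 91 were longer and 193 shorter in OLs, and 59 were among the 287. This rescaling, like centring, takes out any change shared by all transcripts, so the balance of longer and shorter calls moves by construction. Centring goes further, because it subtracts the shift from half-lives at the ceiling too, which could not show it. The 1306 transcripts at the ceiling in all 5 replicates thus became shorter in OLs by construction. Without OPC replicate 2 there were 167 calls and without OPC replicate 1 there were 173.

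The largest rises past the threshold were those of Sema4b (log2 change 2.69 ± 0.28, SE, limma adjusted p 0.0425), Cdan1 (2.66 ± 0.26, 0.0401), Gadd45b (2.64 ± 0.15, 0.0192), Zbtb7a (2.40 ± 0.25, 0.0425) and Mllt11 (2.36 ± 0.19, 0.0307). The largest falls were those of Mcm6 (-1.96 ± 0.20, 0.0414), Top2a (-1.52 ± 0.11, 0.0274), Msrb3 (-1.28 ± 0.05, 0.0117), Asph (-1.26 ± 0.02, 0.00149) and Pclaf (-1.15 ± 0.10, 0.0328). Both OL replicates showed the direction for each. Msrb3, Asph and Pclaf were at the ceiling in all 3 OPC replicates and Mllt11 in both OL replicates, so the size of their change is a lower bound and their SE leaves out the spread of the replicates at the ceiling. Top2a was at the ceiling in OPC replicates 1 and 3, and Sema4b and Cdan1 in OL replicate 1. The size of their change is a lower bound too. For 9 of the 10 transcripts, leaving out at least 1 OPC replicate took the adjusted p above 0.05. For Asph it did not, but replicates at the ceiling are all equal, so leaving 1 out could not change its value. Without OPC replicate 1 the adjusted p was 0.111 for Sema4b, 0.122 for Cdan1, 0.0684 for Gadd45b, 0.0573 for Zbtb7a, 0.102 for Mllt11, 0.123 for Mcm6, 0.0891 for Top2a, 0.0524 for Msrb3 and 0.108 for Pclaf. Over the alternatives the adjusted p of Asph ranged from 0.000346 to 0.155. The change of Zbtb7a was 1.52 (adjusted p 0.282, range over its alternatives 0.00791 to 0.548) when the half-lives were refitted by least absolute deviations. With the cell type by time slope, Mcm6 differed by -0.033 log2 units per h (limma adjusted p 0.836, range over its alternatives 0.0285 to 0.836). Its slopes overlapped, at -0.37, -0.62 and -0.53 in OPC replicates 1, 2 and 3 and -0.58 and -0.50 in OL replicates 1 and 2. Zbtb7a (limma adjusted p 0.374) and Msrb3 (0.132) also lost their call in that fit.

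The study gave Cdipt and Rlim as examples of transcripts poor and rich in UUU and AAA. Cdipt (ENSMUST00000032920, chromosome 7, 126975914 to 126980162, forward strand, 6 exons, GRCm38) uses UUU for 13.3% of its Phe codons and AAA for 20.0% of its Lys codons. Its half-life was 2.86, 2.79 and 2.68 h in the OPC replicates and at the 6 h ceiling in both OL replicates. The log2 change was 1.11 ± 0.03 (SE, limma adjusted p 0.0067). The size of the change in Cdipt is a lower bound. Its SE and p leave out the spread of the OL replicates, which are equal at the ceiling. Its call was lost after centring (0.21, adjusted p 0.629) and after rescaling to the mean decay curve (0.68, adjusted p 0.549). It was also lost with the replicate number as a block (1.09, adjusted p 0.155), where no transcript passed. Its adjusted p ranged from 0.00173 to 0.629 over its alternatives. Rlim (ENSMUST00000070705, chromosome X, 103957163 to 103981284, reverse strand, 5 exons, GRCm38) uses UUU for 66.7% of its Phe codons and AAA for 100% of its Lys codons. Its half-life was 3.54, 2.15 and 2.90 h in the OPC replicates and 1.48 and 2.51 h in the OL replicates, which overlap, with a log2 change of -0.54 ± 0.37 (SE, limma adjusted p 0.51).

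Of the 29 genes fixed in advance, which include markers of the cell types and enzymes of the tRNA modifications that the study examined, 22 had half-lives in all 5 replicates, of which 17 were longer in OLs, 4 were shorter and 1, Cnp, was at the ceiling in all 5. Centring on the median reversed the direction for most of the 17, but it also subtracts the shared shift from half-lives at the ceiling. Cdipt, Urm1 and Ctu2 passed the threshold over all transcripts, and 4 genes passed when adjusted over the list alone, the fourth being Tyw1. Leaving out any 1 of the OPC replicates took the adjusted p above 0.05 for Urm1 (0.0832 to 0.13) and for Ctu2 (0.0604 to 0.0972). After rescaling to the mean decay curve their log2 changes were 0.39 and 0.19, and neither passed the threshold. Leaving out OPC replicate 2 took the adjusted p of Tyw1 from 0.0944 to 0.0396 over all transcripts. The other 7 genes were not tested. Among them Gfap, Trmt5, Lcmt2 and Ctu1 were listed for OLs alone, and Tyw3 and Tyw5 were not analysed here.

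The level of labelled RNA at 0 h, after a long labelling period, was compared as unscaled FPKM. By limma on log2(FPKM + 1), 2421 of 8177 transcripts differed at an adjusted p under 0.05, 1127 higher and 1294 lower in OLs, and 3507 had an unadjusted p under 0.05. The median change was -0.01 on the log2 scale. Leaving out OPC replicate 3 moved the count most, to 1263. Of the fixed genes 10 passed the threshold over all transcripts and 12 when adjusted over the list alone. Mbp (log2 change 9.27, adjusted p 5.13e-05), Cnp (4.54, 0.000132), Urm1 (2.50, 0.000482), Pdgfra (1.70, 0.012) and Qk (1.13, 0.0499) were higher in OLs. Ctu2 (-1.10, 0.00818), Elp6 (-0.97, 0.0108), Kti12 (-0.85, 0.0271) and Elp3 (-0.73, 0.0477) were lower, and Thada fell by 1.00 (0.0159). Both OL replicates showed the direction for each. Without OPC replicate 3 the adjusted p was 0.103 for Qk, 0.0618 for Thada, 0.0547 for Elp6, 0.0537 for Kti12 and 0.112 for Elp3. The adjusted p of Kti12 was also above 0.05 without OPC replicate 2 (0.0516), as was that of Elp3 without OPC replicate 1 (0.0589) or 2 (0.0821). Part of the study's own expression analysis included the 0 h samples, so the list is not independent of them.

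Whether codons relate to stability differently in the cell types was tested with the CSC of 61 codons across transcripts, which are not independent replicates. With limma, 0 codons differed at an adjusted p under 0.05, and 25 had an unadjusted p under 0.05. Of 30 codons ending in A or U, 25 had a lower mean CSC in OLs, and of 31 ending in G or C, 27 had a higher one. The mean difference was -0.0787 for the codons ending in A or U and 0.0664 for those ending in G or C. In 34 codons (55.7%, against 20.0% by chance) both OL replicates lay on one side of all 3 OPC replicates. The lowest differences were those of AAA (-0.206), AAU (-0.161) and GAA (-0.146), and the highest those of CUG (0.167), CCC (0.149) and CGG (0.138). The count of codons moved most after rescaling to the mean decay curve, which gave 40 codons past the threshold, 18 higher and 22 lower in OLs. Half-lives refitted from 1 h onward gave 25 codons, 11 higher and 14 lower.

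**Figure D3:**
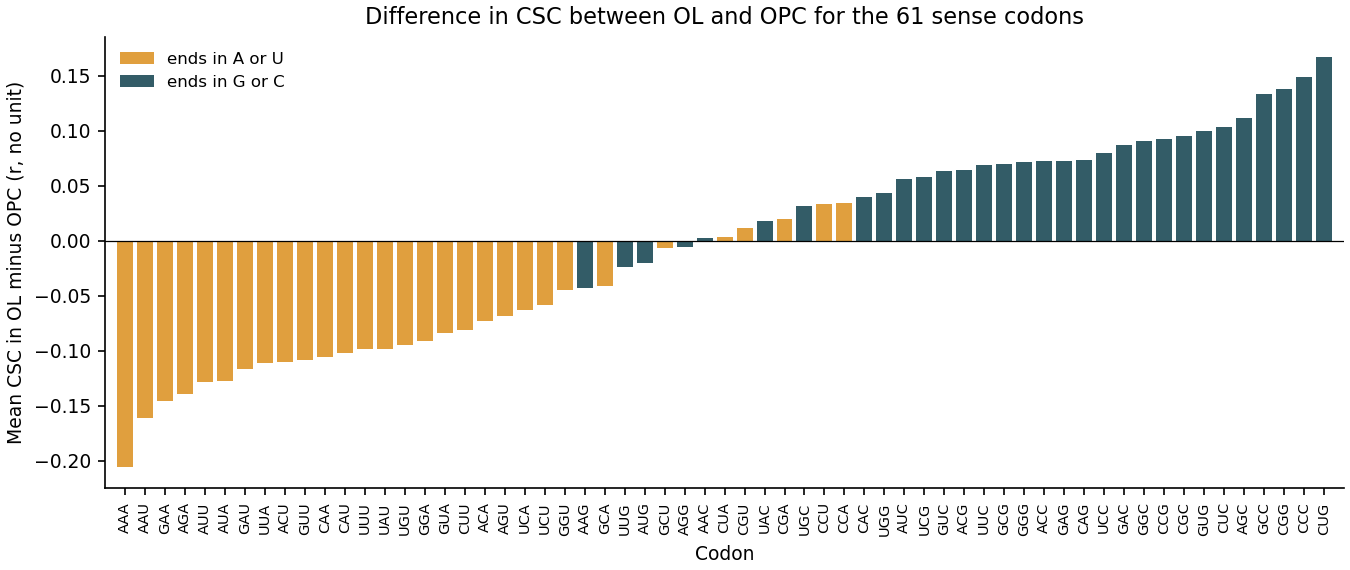
Difference in mean CSC between OLs (n = 2) and OPCs (n = 3) for each of the 61 sense codons, coloured by the base at which the codon ends. Codons ending in A or U lie mostly below 0 and those ending in G or C mostly above 0, from -0.206 for AAA to 0.167 for CUG.

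Across the 61 codons, Pearson's r between the CSC of OPC replicates 1 and 3 was 0.994, but it was 0.81 between OPC replicates 1 and 2 and 0.772 between OPC replicates 2 and 3. Between the OL replicates it was 0.825. Over the 6 pairs between cell types it averaged 0.584 (SD 0.31, from 0.176 to 0.96), and the highest of the pairs that involve OPC replicate 2 was that with OL replicate 2 (0.96). The CSC of an OPC replicate could thus be nearer to that of an OL replicate than to that of the other OPC replicates. Given GC3, the mean r between cell types was 0.902.

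For the codons that the study asked about, the CSC of UUU was 0.0865, 0.034 and 0.0897 in OPC replicates 1, 2 and 3 (0.0701 ± 0.0313, SD, n = 3) and -0.0763 and 0.0186 in OL replicates 1 and 2 (-0.0289 ± 0.0671, SD, n = 2). The difference of -0.0989 had an exact permutation p of 0.1 (0.133 adjusted over 4 codons) and ranked 20 among the 61 codons by size. The mean UUU CSC in OLs rested on OL replicate 1, without which it was 0.0186 and the difference -0.0515. Given GC3 the difference of UUU was -0.0043, and given the G+C shares of the 3 codon positions and of the 3′ UTR it was 0.0327, in the opposite direction. The CSC of UUC was 0.0917 ± 0.0344 (SD, n = 3) in OPCs and 0.161 ± 0.0483 (SD, n = 2) in OLs, a difference of 0.0693 (exact permutation p 0.3, 0.3 adjusted), which was -0.0074 given GC3 and 0.0351 without OL replicate 1.

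The CSC of AAA was 0.0585, -0.0433 and 0.0815 in OPC replicates 1, 2 and 3 (0.0322 ± 0.0664, SD, n = 3) and -0.259 and -0.0889 in OL replicates 1 and 2 (-0.174 ± 0.12, SD, n = 2). The difference of -0.206 (exact permutation p 0.1, 0.133 adjusted) ranked 1 among the 61 codons by size, and it was -0.121 without OL replicate 1. The CSC of AAG was 0.0964, 0.111 and 0.103 in the OPC replicates (0.104 ± 0.00754, SD, n = 3) and 0.0534 and 0.0673 in the OL replicates (0.0604 ± 0.00982, SD, n = 2), a difference of -0.0432 (exact permutation p 0.1, 0.133 adjusted). Both Lys codons were thus lower in OLs. Given GC3 the differences were -0.107 for AAA and -0.0816 for AAG. Among the other codons whose tRNAs the study examined, the difference was -0.146 for GAA, -0.106 for CAA, -0.139 for AGA, 0.0725 for GAG, 0.0732 for CAG and -0.00571 for AGG, with limma adjusted p between 0.105 and 0.834.

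**Figure D4:**
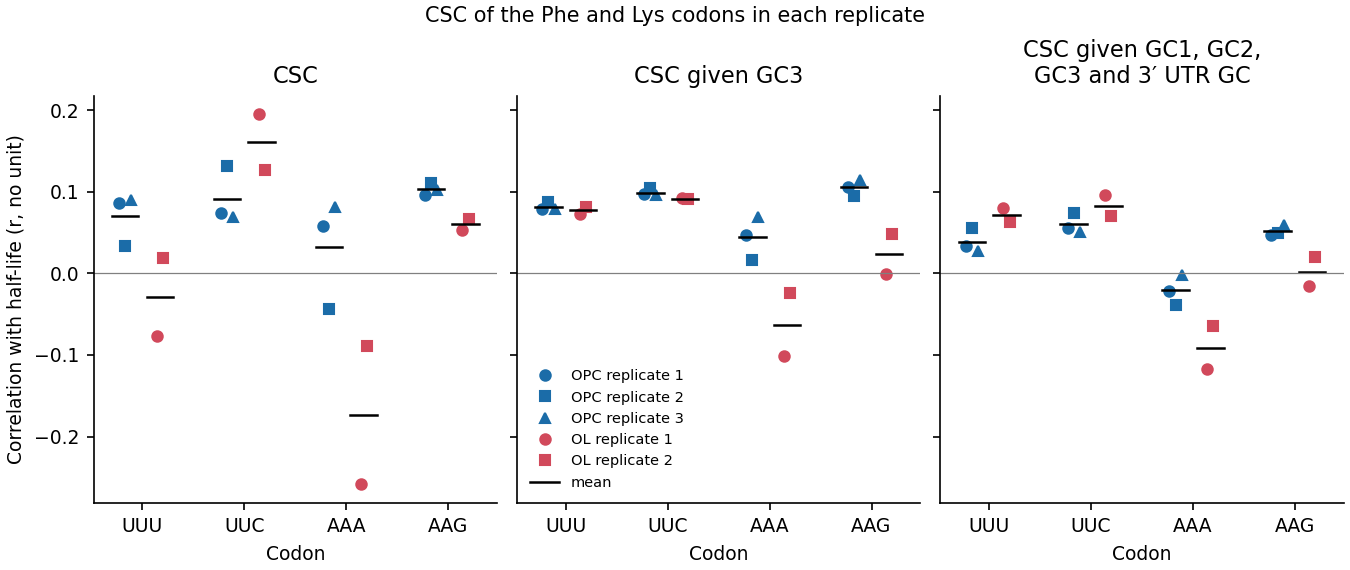
CSC (correlation across transcripts, no unit) of UUU, UUC, AAA and AAG in each of the 3 OPC and 2 OL replicates (points) with group means (lines), without covariates, given GC3, and given the G+C shares of the 3 codon positions and the 3′ UTR. The OL replicates lie below all OPC replicates for AAA and AAG in each panel, and for UUU in the panel without covariates alone.

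The choice between synonymous codons was asked with UUU bias and AAA bias. Spearman's rho across transcripts between half-life and UUU bias was 0.0502, -0.0457 and 0.0479 in OPC replicates 1, 2 and 3 and -0.212 and -0.0718 in OL replicates 1 and 2. The difference of -0.159 had an exact permutation p of 0.1 (0.2 adjusted over both measures), and it was -0.0892 without OL replicate 1. For AAA bias rho was 0.0262, -0.0823 and 0.0384 in the OPC replicates and -0.263 and -0.119 in the OL replicates, a difference of -0.185 (exact permutation p 0.2, 0.2 adjusted), which was -0.114 without OL replicate 1. OPC replicate 2 had negative values for both measures, unlike the other OPC replicates.

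Over 6 bins of UUU bias the median half-life in OPCs went from 2.50 h in the lowest to 2.71 h in the highest bin, a difference of 0.203 h (Kruskal-Wallis permutation p 0.178, 8444 transcripts). In OLs it went from 4.82 to 3.24 h, a difference of -1.58 h (permutation p 1e-05, the smallest that 100000 permutations can give, 9645 transcripts). Over bins of AAA bias it went from 2.63 to 2.62 h in OPCs, a difference of -0.0174 h (permutation p 0.878, 8468 transcripts), and from 4.98 to 3.13 h in OLs, a difference of -1.85 h (permutation p 1e-05, 9672 transcripts). These p-values are across transcripts, not replicates, and the test of the difference between cell types is the exact one above, with p 0.1 and 0.2. Without OL replicate 1 the differences in OLs were -1.01 h for UUU and -1.47 h for AAA. Without OL replicate 2 they were -3.20 h for UUU and -3.32 h for AAA. Among transcripts under the ceiling in both OL replicates they were -0.291 h for UUU and -0.441 h for AAA. This filter removes the longest half-lives, so part of the smaller fall follows by construction. The flat relation in OPCs rested on OPC replicate 2, without which the difference was 0.41 h for UUU (permutation p 0.00023) and 0.162 h for AAA (permutation p 0.0402). Half-lives refitted from 1 h onward gave -0.474 h for UUU (permutation p 6e-05) and -0.777 h for AAA in OPCs.

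**Figure D5:**
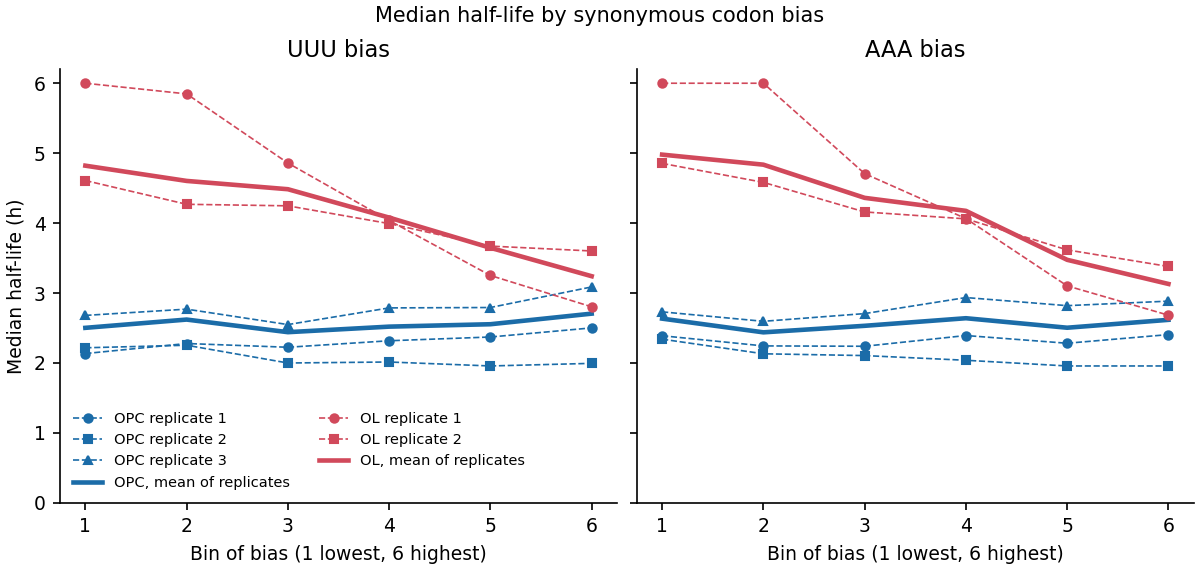
Median half-life (h) over 6 bins of UUU bias and of AAA bias, for the mean of 3 replicates in OPCs and of 2 in OLs (solid lines) and for each replicate (dashed lines). In OLs it falls from 4.82 to 3.24 h with UUU bias and from 4.98 to 3.13 h with AAA bias, and in OPCs the lowest and highest bins differ by 0.203 h and -0.0174 h.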

Values the study reported

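The study determined half-lives of about 8000 transcripts shared by OPCs and oligodendrocytes. Over bins of UUU bias it gave Kruskal-Wallis p values of 0.71 in OPCs and below 2.2e-16 in oligodendrocytes. Over bins of AAA bias the p value was 0.68 in OPCs and below 2.2e-16 in oligodendrocytes.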

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

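The exact permutation and limma tests of the CSC without covariates were chosen before the data were examined. Every other test in this part was chosen after the CSC values of the codons were seen. The CSC of ACG was negative in all 3 OPC replicates (-0.0349, -0.0154 and -0.0381) and positive in both OL replicates (0.0546 and 0.0145), a difference of 0.064. The CSC of CGG was also negative in all 3 OPC replicates (-0.0838, -0.0104 and -0.0865) and positive in both OL replicates (0.116 and 0.0387), a difference of 0.138. They drew attention because every replicate of one cell type lay on the opposite side of 0 from every replicate of the other. These were 2 of 61 codons, and the same was looked for in 2 measures of codon bias and 37 named transcripts. Codon frequencies are correlated, so the codons are not separate trials. The difference itself had an exact permutation p of 0.1 for each codon, the smallest possible, and a limma adjusted p of 0.105.

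The G+C share at the third position of codons (GC3) was weighed as a technical or compositional explanation. Given GC3, the highest OL value was -0.0232 for ACG and -0.0138 for CGG, so neither codon kept its positive values, and GC3 is a candidate explanation for the opposite signs. For ACG the difference given GC3 was -0.00135, within the replicate SD of 0.0136. For CGG it was 0.0527 against a replicate SD of 0.00871, which argues against GC3 as the whole cause of the higher CGG CSC in OLs. Given the G+C shares of the 3 codon positions and of the 3′ UTR, the difference was 0.0134 for ACG (exact permutation p 0.6) and 0.0194 for CGG (exact permutation p 0.1, replicate SD 0.013), and the ACG value of OL replicate 2 was 0.00269. Whether G+C content acts through the libraries or through decay in the cells stays open, as does a difference between the cell types, which these data did not test apart from it.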

How the results depend on the processing

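Some alternatives were chosen only after the results were seen: those that rescale to the mean decay curve, refit from 1 h onward, use a least squares line for the CSC, leave out transcripts at the ceiling in all 5 replicates, use all G+C shares, or apply GC3 beyond the Phe and Lys codons. Where a change is not explained, the cause was not tested.

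The difference in median half-life (2.07 h) was 1.75 h with a least squares line, 1.71 h over the transcripts of each cell type, 0.962 h without 6 h, 0.0553 h on the mean decay curve and 0 h on the 0 h median, these last rescalings taking out a shared difference by construction, and 1.89 to 2.27 h across the 5 fits that each left out one replicate. The difference at the ceiling (13.5 points) reversed to -9.99 points on the mean decay curve and was 11.7 to 15.7 points across the 5 such fits.

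The 287 calls on half-life became 600 in hours, 149 among the 3692 transcripts under the ceiling in all 5 replicates, and 554 without transcripts at the ceiling in all 5. They became 1 after centring, and 167 to 218 across the 3 fits without an OPC replicate, which have fewer samples. With a cell type by time slope there were 2647, but that fit takes libraries and not replicates as units, so its count is not comparable with the others. Transcripts falling in the chase went from 6966 to 2166 in OPCs and from 6668 to 1962 in OLs on the 0 h median, which sets the median fall to 0, and were 6474 to 6894 in OPCs across the fits without a replicate. At 0 h the 2421 calls were 1263 to 2605 across such fits, the lowest without OPC replicate 3.

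The 0 codons past the threshold (25 unadjusted) became 9 given GC3, 13 given all G+C shares, 25 from 1 h onward and 40 on the mean decay curve. The UUU difference (-0.0989) was -0.0043 given GC3, 0.0327 given all G+C shares and -0.146 to -0.0515 across the fits without a replicate. UUC (0.0693) was -0.0074 given GC3, 0.0229 given all G+C shares, 0.00361 under the ceiling and 0.0351 to 0.103 across the fits without a replicate. AAA (-0.206) was -0.107 given GC3, -0.0705 given all G+C shares and -0.291 to -0.121 across such fits. AAG (-0.0432) was -0.0816 given GC3, -0.0247 under the ceiling and -0.0154 on the mean decay curve. Mean CSC values that reversed were those of UUU in OLs (0.0777 given GC3, 0.0717 given all G+C shares, -0.0763 to 0.0186 with 1 OL replicate left out, above 0 without OL replicate 1), AAA in OPCs (-0.0205 given all G+C shares, -0.0186 from 1 h) and AAG in OLs (-0.0107 under the ceiling). The mean r of CSC between cell types (0.584) was 0.902 given GC3, 0.939 given all G+C shares and 0.233 under the ceiling, where r between the OL replicates was -0.00235. Other codon differences that reversed were GAG (-0.000428 given GC3, -0.0213 given all G+C shares) and AGG (0.000252 at 5 FPKM or more, 0.00512 over transcripts in all 5 tables, 0.0021 from 1 h, 0.00482 given all G+C shares).

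In OPCs the difference between the highest and lowest bins of UUU bias (0.203 h) was 0.158 h under the ceiling (permutation p 1e-05, the smallest possible), -0.474 h from 1 h and 0.0509 to 0.41 h across the fits without a replicate. That of AAA bias (-0.0174 h) was 0.13 h with at least 10 codons, 0.0237 h with 4 bins, 0.177 h under the ceiling, -0.777 h from 1 h and -0.167 to 0.162 h across the fits without a replicate.

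Half-life changes (log2) that reversed after centring, which subtracts a shared shift, were those of Mbp (-0.29), Cspg4 (-0.12), Pdgfra (-0.32), Trmt12 (-0.79), Thada (-0.73), Kti12 (-0.33), Elp2 (-0.56), Elp3 (-0.12), Elp5 (-0.88) and Elp6 (-0.26). The shift is subtracted from half-lives at the ceiling too, so a reversal can follow from the ceiling. Elp5 changed by 0.025 before centring and was at the ceiling in all replicates but OPC replicate 1. On the mean decay curve Cspg4 (-0.0020), Trmt12 (-0.069), Thada (-0.46), Elp3 (-0.059) and Elp5 (-0.047) reversed. Qk (0.0018 per h) and Cdkal1 (0.16 per h) reversed with the cell type by time slope, and without OPC replicate 1 the half-life change of Trmt12 (-0.20 to 0.31 across the fits without a replicate) and the 0 h level of Cdkal1 (-0.26 to 0.76) did.

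Among values of single genes and codons and correlations of CSC between replicates under each alternative, 685 were the same in direction and call or moved by less than the replicate spread, 15 moved, 79 lost and 41 gained the threshold, and 34 reversed. The differences of rho with UUU and AAA bias kept their direction in the alternatives without a G+C correction. Given all G+C shares, the differences of the partial correlations were -0.00441 for UUU bias and 0.00452 for AAA bias, the latter in the opposite direction. These are Pearson correlations over transcripts with a 3′ UTR of at least 100 nt, so measure and transcripts differ from those of rho. The fall over bins in OLs kept its direction, but under the ceiling the fall in OLs was -0.291 h for UUU (from -1.58 h) and -0.441 h for AAA (from -1.85 h). This filter removes the longest half-lives, and the median of the lowest bins in OL replicate 1 was at the ceiling. Part of the smaller fall therefore follows by construction. Having no filter at 0 h removed no transcript, so it tests nothing. Leaving out an OL replicate leaves 1, so no calls were counted then and the OL decline was not refitted.

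With the replicate number as a block, half-life gave 0 calls (1554 unadjusted), CSC gave 0 codons (3 unadjusted) and 0 h level gave 1932 calls. Without the block in the decline, 6944 and 6313 transcripts fell in OPCs and OLs. The numbers were not shown to pair the samples: the difference between replicates 1 and 2 in OPCs and in OLs had an r of -0.0594 for half-life, 0.0375 for 0 h level and -0.941 for CSC. Between OPC replicates 2 and 3 and the OL replicates these were 0.122, 0.0371 and 0.96, and between OPC replicates 1 and 3 and the OL replicates 0.0552, 0.0805 and 0.655. Another pairing than by number stays possible, and the fits without a block make no use of one. Depth is unknown, so counting error was not separated from these changes.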

Other observations

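The UUU difference given GC3 and the tests over bins were chosen before the data were examined. So were the tests of the decline of Mbp and of the 0 h level of Pdgfra. All other tests in this part were chosen after the results that they address were seen. For the tests of Lys share and of codon bias given G+C content, the outcomes that would count for and against were written down before the values were computed.

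The gap in mean CSC between codons ending in G or C and codons ending in A or U was -0.0283, 0.0655 and -0.0334 in OPC replicates 1, 2 and 3 and 0.212 and 0.0802 in OL replicates 1 and 2, a difference of 0.145 (exact permutation p 0.2, replicate SD 0.0706). Different spike-in scales between replicates would lose this difference once all replicates are put on 1 decay curve, and it was then 0.164 (replicate SD 0.0593). The composition of the 0 h libraries would lose it in half-lives fitted from 1 h onward, and it was then 0.125 (replicate SD 0.0488). Under the ceiling the difference was 0.12 (replicate SD 0.104, exact permutation p 0.3), and with a least squares line 0.121 (replicate SD 0.074, exact permutation p 0.3). It was 0.144 to 0.176 with Spearman correlation, log2 half-lives, a refit, transcripts in all 5 tables or at least 5 FPKM at 0 h. A constant decay rate for each transcript that follows its codon content would relate every step of the chase to GC3 in the same direction. In 4 of 5 replicates, steps went both ways by more than 2 bootstrap SE, and of the 20 steps 10 lay above 0 and 8 below. Adjacent steps share a library, so the error of 1 library moves them in opposite directions, and a bootstrap over transcripts leaves this error out. A constant rate therefore cannot be told apart from library error here. Bias related to G+C content that differs between single libraries stays open and may contribute: across transcripts, GC3 and the change from 0 to 1 h in OPC replicate 1 had a Spearman's rho of -0.389, and the change from 1 to 2 h in OL replicate 1 had a rho of 0.353, against bootstrap SEs of at most 0.0118. G+C content outside the coding sequence stays open too. Given GC3, the correlation of half-life with the G+C share of the 3′ UTR was higher in OLs by 0.104 (replicate SD 0.0421, exact permutation p 0.1). A change in decay between the cell types stays open and was not tested apart from these.

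For the lower CSC of UUU in OLs, the difference given GC3 was -0.0043, within the replicate SD of 0.00553, so a relation of half-life to GC3 is a candidate explanation for it. For the lower relation of half-life to UUU bias in OLs, the G+C shares of the 3 codon positions and the 3′ UTR were taken as given. The difference in Pearson partial correlation was then -0.00441. The criterion written beforehand was the replicate SD of 0.00384, which this difference slightly exceeds, and by that criterion the G+C shares would not account for the whole of it. A further criterion, set only after the value was seen, asked that the OL replicates also lie outside the OPC range. OL replicate 2 (-0.00726) lies inside the OPC range (-0.00868 to -0.0066), and the exact permutation p was 0.2. Whether a relation to UUU bias beyond G+C content differs between the cell types therefore cannot be told apart from replicate variation with 2 OL replicates.

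The Lys codons behaved differently from UUU given G+C content. Given the G+C shares of the 3 codon positions and the 3′ UTR, the CSC of AAA was -0.0382 to -0.00159 in OPCs and -0.118 to -0.0644 in OLs, a difference of -0.0705 (replicate SD 0.0264). That of AAG was 0.0467 to 0.0596 in OPCs and -0.0159 to 0.0204 in OLs, a difference of -0.0496 (replicate SD 0.0158). Each had an exact permutation p of 0.1. With limma, 13 codons passed the threshold in this fit, 8 higher and 5 lower, and AAA (adjusted p 0.0104, from 0.0104 to 0.603 over its alternatives) and AAG (adjusted p 0.0142, from 0.0142 to 0.709) were the lowest. The differences exceed the replicate spread, which argues against G+C content as the whole cause of the lower CSC of AAA and AAG. Other forms of the fit gave the same directions, with differences of -0.0763 for AAA and -0.0562 for AAG given the 3 codon positions alone.

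Because both Lys codons were lower, the share of Lys in the protein and the choice between AAA and AAG were tested in the same fit. The correlation of half-life with Lys share was 0.0202 to 0.0442 in OPCs and -0.0657 to -0.0141 in OLs, a difference of -0.0699 (replicate SD 0.0235, exact permutation p 0.1). Lys share is the sum of the frequencies of AAA and AAG, so this outcome was close to fixed once both were lower, and it adds no separate evidence. The correlation with AAA bias differed by 0.00452 (replicate SD 0.00794, exact permutation p 0.6). With both codons lower by similar amounts, a value near 0 was to be foreseen. AAA and AAG also differ at the third position alone, whose G+C share is a covariate of this fit. The value therefore does not decide on the choice between AAA and AAG. G+C content is a candidate explanation for the lower relation of half-life to AAA bias in OLs. For Phe share the difference was 0.0347 (replicate SD 0.018, exact permutation p 0.2). Whether the lower CSC of both Lys codons in OLs comes from the Lys content of the protein, or from another property of such transcripts, cannot be told apart here, because no test separate from the codons themselves was made.

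In OPC replicate 2, 25.9% of half-lives lay within 0.01 h of 1.96 h, against 2.46% and 7.83% in OPC replicates 1 and 3 and 0.629% and 1.64% in OL replicates 1 and 2. A fit by least absolute deviations has minima whose position does not depend on the data when the points fall on given sides of the curve. Of the transcripts at that value 98.9% had their 1 h and 2 h points above and their 4 h and 6 h points below the curve. That pattern fixes the value by arithmetic in every replicate, so it shows how the value arises and not why it was common in OPC replicate 2. After rescaling to 1 decay curve the share was 7.13%, against 4.04% and 6.30% in OPC replicates 1 and 3. The spike-in scale of that replicate is therefore a candidate explanation for the size of the pile. No biological explanation was tested.

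In OL replicate 1 the median level rose between 1 h and 2 h. Of its transcripts 61.8% rose, which restates the rise of the median. A few abundant transcripts could not have moved that median through their own levels, so this share does not test them. The most abundant transcript held 1.40% of the summed FPKM at 1 h and 1.73% at 2 h. The median ratio of the 2 h to the 1 h value was 1.12, which restates the rise and does not decide on the spike-in scale of the 1 h or 2 h library. The spike-in scale cannot be told apart from label incorporated after the chase began or from a difference of the cells, because no value here separates them.

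The longer half-lives in OLs cannot be told apart from a spike-in scale that differs between the cell types. The difference of the medians was 0.0553 h after rescaling to 1 decay curve, which removes any shared difference, technical or biological, by construction. Slower decay in OLs therefore stays open.

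Across 8112 transcripts, which are not independent replicates, Spearman's rho between the change in half-life and the change in 0 h level was -0.00891. Whether differences in stability set differences in level cannot be told apart from no relation here, because an error in the 0 h value raises the level and shortens the half-life. With half-lives refitted from 1 h onward, which do not use 0 h, rho was 0.14, in line with such a shared error hiding a weak relation.

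Some single values stood out and were named after they were seen. Tmem38b was listed at 39639 FPKM in OPC replicate 1 at 6 h, which was 14.9% of the summed FPKM of that library, and its highest value in any other OPC library was 447 FPKM. Lars2 reached 12435 FPKM in OL replicate 1 at 6 h, or 4.85% of the sum. The labelled level of Mbp rose during the chase in OLs, with a slope of 0.18 log2 units per h (limma adjusted p 0.00367). Pdgfra, which was listed here in advance as a marker of OPCs, had a higher 0 h level in OLs (log2 change 1.70).

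Over bins of UUU bias in OPCs the Kruskal-Wallis permutation p was 0.178, which is lower than the value quoted from the study above. Over bins of AAA bias in OPCs it was 0.878, which is higher than the quoted value. The lowest and highest bins here have other limits than those of the study, and p here comes from permutation. The values are therefore not of the same test, and a lower or higher p is not by itself a disagreement.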
